A study of Mus musculus with 12 samples. Its data were reported in "Targeting macrophage Syk enhances responses to immune checkpoint blockade and radiotherapy in high-risk neuroblastoma" (2023).

How the data were processed

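Bone marrow derived macrophages (BMDMs) from C57BL/6 mice were profiled by sequencing of poly(A)-selected RNA. Per the labels, the cells had been in culture for 5 days when they were given tumor-conditioned medium (TCM) or none for 24 h, with or without 500 nM R788. R788 (fostamatinib) is an inhibitor of the tyrosine kinase Syk. TCM came from NB9464 cells, a mouse neuroblastoma line with amplified MYCN, or from NBT3L cells, a line without the amplification. By the methods of the study, NB9464 TCM was collected after 48 h in DMEM without serum. How NBT3L TCM was made was not described, and it was taken to be made the same way. The medium given to cells without TCM and the vehicle of R788 were not stated. A comparison of TCM with no TCM therefore includes any difference in base medium and serum.

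The deposited table held whole-number read counts per Ensembl gene for 54232 genes in 12 libraries, not divided by gene length or depth. By their methods, the authors mapped reads to the mouse genome mm10 with STAR and quantified them with Salmon in a bcbio pipeline. The mapping was stated to use default settings, and program versions and the settings of the quantification were not stated. The layout of the deposited counts, whole numbers beside a gene length, was that of featureCounts, so which program produced them was unclear. Whether counting used the strand, and what was done with reads that map to several places, were also not stated. The labels state paired-end reads and the methods single reads. Among counts from 1 to 40, even values made up between 65.2% and 67.9% per library, a pattern that arises when both mates of a pair are counted separately. Counts were used as deposited, and counts divided by 2 were tried as an alternative. All count columns were used.

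Group membership came from the labels. There were 6 groups with 2 libraries each: no TCM and no R788 (NS), NB9464 TCM, NBT3L TCM, R788, NB9464 TCM + R788, and NBT3L TCM + R788. The labels number the libraries SJ1 to SJ12 and do not say whether libraries of different groups were prepared together. The methods of the study state sequencing in triplicate, whereas the labels give 2 libraries per group. No sequencing batch was given. Gene symbols and positions were taken from GENCODE M21 on GRCm38 (mm10), which held 54165 of the gene IDs. Gene lengths in the table equaled the merged exon lengths of that annotation for 97.3% of shared IDs. Positions are 1-based.

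Genes with at least 10 counts in at least 2 libraries were tested, 16281 in all. Differential expression was computed with DESeq2 1.42.0 in R 4.3.3, the tool the study names: median-of-ratios size factors, a single fit of group means over all 12 libraries, Wald tests, unshrunken log2 fold changes with standard errors (SE), and Benjamini-Hochberg adjustment within each contrast. A gene was called when its adjusted p was under 0.05. Genes that DESeq2's independent filtering left out have no adjusted p and were not called. The comparisons were each TCM with NS, R788 with no R788 in each medium, NB9464 TCM with NBT3L TCM, and NB9464 TCM + R788 with NS. Interaction contrasts tested whether the effect of R788 itself differed between media, and another contrast averaged it over the 3 media. All tests were two-sided unless stated. Error bars of genes are the SD of normalized counts between the replicates of a group (n = 2). With 2 libraries per group, no permutation of a single pair of groups can be informative, so the adjusted p values rest on the variance model of DESeq2.

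Gene panels were fixed before the data were examined. An immunosuppressive panel (18 genes) and an immunostimulatory panel (22 genes, 19 of them tested) held genes that the study displays. A HIF target panel (28 entries, 27 tested) held textbook targets of HIF1A. The study displays immunosuppressive genes from RNA sequencing of BMDMs given NB9464 TCM and R788, the treatments of these libraries. Its selection may thus rest on these data, so fixing that panel beforehand did not make it independent of them. Each panel was tested with cameraPR in limma 3.58.1 on the Wald statistics, with a preset inter-gene correlation of 0.01. The p values were adjusted (Benjamini-Hochberg) over the 15 panel tests. The correlation was not estimated from these data. Where genes of a panel or list vary together more than the preset, the cameraPR p values are too small. Panel interactions were adjusted separately over 9 tests, 5 further lists, among them interferon response and proliferation, over 50, and the amino acid and glucocorticoid lists over 12. The genes named in the text were Syk, the immunosuppressive panel and, per contrast, the 3 largest rises and 3 largest falls among called genes with a symbol, a mean of at least 100 normalized counts, and the same direction in all pairs of libraries across the groups. This rule, the groups, the tests and most alternatives were chosen before the data were examined. Genes outside the rule are identified as chosen afterward. A fold change against a group whose libraries all had 3 counts or fewer was computed against 3 counts and is given as a lower bound.

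The alternatives were the quasi-likelihood test of edgeR 4.0.16 with TMM scaling, TMM scaling within DESeq2, no count filter, a mean of at least 50 counts, a 2-fold minimum, odd or even library number as a covariate, a fit of only the libraries compared, apeglm 1.24.0 shrinkage for named genes, and leaving out each library in turn. Counts divided by 2, and removal of each library's trend with gene length and GC content, were added after seeing the data. GC content was available for 16266 of the 16281 genes. Principal components were computed from log2 normalized counts, with 1 added, of the 1000 most variable genes. The procedure was tested on counts simulated with the means, dispersions and size factors of these data, where 190 of the 15626 genes tested had been changed by known folds. DESeq2 recovered 132 of them (69.5%), with 21 false calls (13.7% of its calls). edgeR recovered 126 (66.3%), with 7 false calls (5.26%). In a simulated contrast without changes, DESeq2 made 2 calls and edgeR 0. The DESeq2 calls are therefore the more permissive of the pair.

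Total counts ranged from 44977847 to 56449685 per library. The smallest abundance that 3 counts can show ranged from 0.0531 to 0.0667 CPM. Intervals and floors cover counting error only, since the reads carry no molecular identifiers. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.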

Results

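The data were read counts per gene for 12 libraries of mouse BMDMs, in 6 groups of 2: NS, NB9464 TCM, NBT3L TCM, R788, NB9464 TCM + R788 and NBT3L TCM + R788. The study asked whether factors released by neuroblastoma cells shift macrophages toward an immunosuppressive state and whether inhibition of Syk with R788 counters that shift. Total counts were between 44977847 (NBT3L TCM, library SJ5) and 56449685 (R788, library SJ8). Between 17275 and 18343 genes had at least 1 count in 11 of the libraries. Library SJ8 had the highest total and the fewest detected genes, 16149. The most abundant gene took between 2.79% and 3.86% of the counts of a library, and the 10 most abundant took between 9.66% and 16.4%. Across 10715 genes, the SD of the log2 difference between replicates was 0.371 for the R788 pair and between 0.230 and 0.261 for the other 5 pairs. The chi-square per degree of freedom of counts within replicate pairs was between 7.24 and 34.9. No pair thus looked like the same library deposited again, and the libraries were used as replicates as labelled. Separate libraries exceed counting noise in general, so the value says no more about them.

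The first principal component held 47.5% of the variance of the 1000 most variable genes and separated the 8 libraries with TCM from the 4 without. The second held 10.7%, and in each medium the libraries with R788 lay below those without it. All 12 libraries were nearest to their own replicate.

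**Figure D1:**
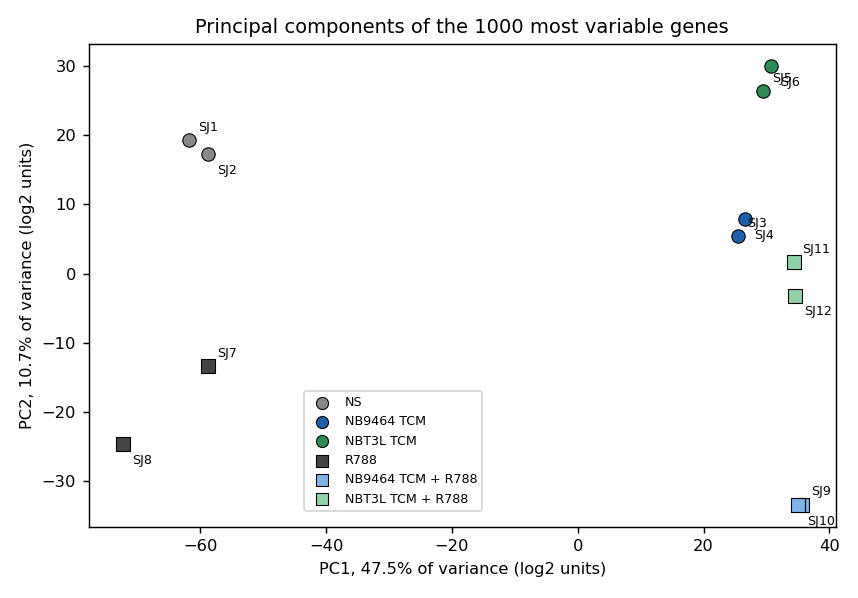
First and second principal components (log2 units) of the 12 libraries, with circles for libraries without R788, squares for libraries with R788 and colors for the 6 groups. The 8 libraries with TCM lie to the right of the 4 without it, and library SJ8 lies apart from its replicate SJ7.

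Syk (ENSMUSG00000021457, chromosome 13, 52583173 to 52648792) is the gene of the kinase that R788 inhibits. Its normalized count was 14990 ± 623 in NS, 33930 ± 428 in NB9464 TCM and 37340 ± 339 in NBT3L TCM (SD, n = 2). The log2 fold change against NS was 1.18 ± 0.051 (SE, DESeq2 adjusted p = 5.26e-116) in NB9464 TCM and 1.32 ± 0.051 (adjusted p = 1.64e-144) in NBT3L TCM. With R788 the count was 17970 ± 525 without TCM, 42440 ± 1900 in NB9464 TCM and 44020 ± 242 in NBT3L TCM (SD, n = 2). These rises with R788 were smaller, with log2 fold changes of 0.26 (adjusted p = 3.42e-06), 0.32 (adjusted p = 7.32e-09) and 0.24 (adjusted p = 5.64e-05), and did not differ detectably between media (interaction with NB9464 TCM 0.061, adjusted p = 0.658, and with NBT3L TCM -0.025, adjusted p = 0.891).

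The comparison of NB9464 TCM with NS asked which genes respond to medium of the MYCN-amplified line. Of 16281 genes, 5552 were called, 2805 higher and 2747 lower. The alternative that moved this count most was a 2-fold minimum, which left 1860 genes (973 higher, 887 lower). The 3 largest rises were of Edn1 (ENSMUSG00000021367, chromosome 13, 42301476 to 42307990), Il12a (ENSMUSG00000027776, chromosome 3, 68690644 to 68698547) and the lincRNA Gm1720 (ENSMUSG00000086860, chromosome X, 166662025 to 166689812), all with 0 counts in both NS libraries. They were at least 192-fold, 137-fold and 121-fold higher, with normalized counts of 542 ± 31.2, 388 ± 0.636 and 344 ± 93.1 in NB9464 TCM (SD, n = 2; DESeq2 adjusted p = 3.17e-14, 2.51e-13 and 1.46e-12). The 3 largest falls were of Nptx1 (ENSMUSG00000025582, chromosome 11, 119538719 to 119547753), from 503.9 ± 6.07 to 1.91 ± 2.71, Lama3 (ENSMUSG00000024421, chromosome 18, 12333819 to 12583013), from 373 ± 15.5 to 14.1 ± 1.04, and Ctnnd2 (ENSMUSG00000022240, chromosome 15, 30172593 to 31029341), from 593 ± 90.7 to 26.0 ± 3.87 normalized counts (SD, n = 2). Their log2 fold changes were -8.06 ± 0.88, -4.72 ± 0.67 and -4.52 ± 0.43 (SE, DESeq2 adjusted p = 1.03e-18, 2.07e-11 and 1.46e-24).

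For NBT3L TCM against NS, the same question for the line without amplified MYCN, 5755 genes were called, 2938 higher and 2817 lower. The 3 largest rises were of U90926 (ENSMUSG00000029409, chromosome 5, 92209893 to 92215408), Il12a and Nhs (ENSMUSG00000059493, chromosome X, 161833296 to 162159730). U90926 rose from 2.85 ± 4.02 to 13720 ± 51 normalized counts (SD, n = 2), a log2 fold change of 12.24 ± 0.59 (SE, DESeq2 adjusted p = 9.7e-93). Il12a and Nhs had 0 counts in NS and were at least 198-fold and 149-fold higher (adjusted p = 1.39e-14 and 2.35e-13). The 3 largest falls were of Rasgrp3 (ENSMUSG00000071042, chromosome 17, 75435896 to 75529054), Nptx1 and Sncaip (ENSMUSG00000024534, chromosome 18, 52767709 to 52915935), with log2 fold changes of -6.36 ± 0.64, -4.94 ± 0.58 and -4.81 ± 0.66 (SE, DESeq2 adjusted p = 2.16e-22, 1.51e-16 and 4.49e-12).

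The responses to the 2 media were largely shared. Across 16281 genes, which are not independent replicates, the log2 fold changes had a Pearson correlation of 0.734 and a Spearman correlation of 0.715. A total of 4467 genes were called in both comparisons, and 4427 of them changed in the same direction. Both comparisons used the same NS libraries. With a separate NS library for each, the Pearson correlation was 0.584 or 0.573, and among genes with a mean of at least 50 counts it was 0.930, the alternative that moved it most.

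A direct comparison asked whether the 2 conditioned media differed. In NB9464 TCM against NBT3L TCM, 1531 genes were called, 600 higher and 931 lower. The largest rises were of Chac1 (ENSMUSG00000027313, chromosome 2, 119351229 to 119354381), at 370 ± 57.7 against 13.6 ± 5.24 normalized counts, Klf9 (ENSMUSG00000033863, chromosome 19, 23141226 to 23168134), at 486 ± 98.0 against 74.6 ± 38.1, and Phgdh (ENSMUSG00000053398, chromosome 3, 98313170 to 98339990), at 1808 ± 41.2 against 304 ± 79.8 (SD, n = 2). Their log2 fold changes were 4.75 ± 0.39, 2.71 ± 0.35 and 2.57 ± 0.17 (SE, DESeq2 adjusted p = 5.68e-31, 1.53e-12 and 1.62e-50). The largest falls were of Il1b (ENSMUSG00000027398, chromosome 2, 129364570 to 129371139), Serpinb2 (ENSMUSG00000062345, chromosome 1, 107511423 to 107535478) and Igfbp5 (ENSMUSG00000026185, chromosome 1, 72857932 to 72874884), with log2 fold changes of -3.16 ± 0.10, -2.71 ± 0.33 and -2.68 ± 0.73 (SE, DESeq2 adjusted p = 8.26e-216, 3.7e-14 and 0.00323). Igfbp5 was not called by edgeR (adjusted p = 0.0571). Exons of Serpinb2 overlap those of Serpinb10 on the same strand.

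R788 was compared with no R788 in each medium, to ask what the inhibitor changes in cells with and without TCM. Without TCM, 4327 genes were called, 1882 higher and 2445 lower. In NB9464 TCM there were 2359 (942 higher, 1417 lower), and in NBT3L TCM 2046 (867 higher, 1179 lower). With a 2-fold minimum the counts were 806, 343 and 314. With only the libraries compared fitted, 3158 genes were called without TCM and 3678 in NBT3L TCM, so the order of these 2 counts was not stable. In all 3 media 961 genes were called, of which 585 were lower and 304 were higher in every one. The correlations of the R788 effects across genes were between 0.134 and 0.167 (Pearson) and between 0.212 and 0.342 (Spearman) for the 3 pairs of media. They covered all tested genes, including those with few counts. A mean of at least 50 counts, which moved the correlation of the TCM responses from 0.734 to 0.930, was not applied here. The low values therefore do not show that the R788 effects were unrelated. Among genes called in both media of a pair, the direction was the same for 1306 of 1492 (no TCM and NB9464 TCM), 1253 of 1352 (no TCM and NBT3L TCM) and 1293 of 1303 (NB9464 TCM and NBT3L TCM). The contrast averaging the effect over the 3 media, with 6 libraries per arm, called 4816 genes, 2184 higher and 2632 lower. Its largest changes were rises of Adgre4, Ppm1n and Sorbs3 (log2 fold changes 2.40, 1.93 and 1.84) and falls of Ifi213, Ccl12 and Ifi206. Ifi213 fell by at least 15-fold, since NB9464 TCM + R788 had no counts of it.

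**Figure D2:**
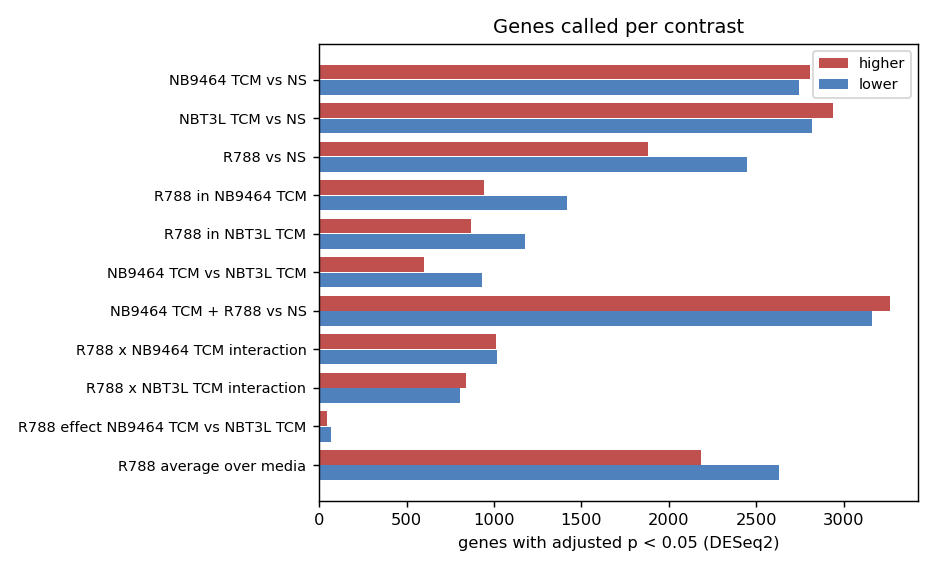
Number of genes with a DESeq2 adjusted p under 0.05 in each of 11 contrasts, split into genes that were higher (red) and lower (blue). NB9464 TCM + R788 against NS had the most calls, 6426, and the difference between the R788 effects in NB9464 TCM and NBT3L TCM had the fewest, 115.

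The chemokine gene Ccl12 (ENSMUSG00000035352, chromosome 11, 82101845 to 82103400) was among the 3 largest falls with R788 in each medium. Its normalized count fell from 556 ± 89.2 to 25.4 ± 7.74 without TCM, from 695 ± 18.4 to 34.5 ± 10.9 in NB9464 TCM and from 1565 ± 199 to 76.0 ± 20.5 in NBT3L TCM (SD, n = 2). The log2 fold changes were -4.46 ± 0.29, -4.34 ± 0.29 and -4.36 ± 0.25 (SE, DESeq2 adjusted p = 1.14e-50, 7.92e-50 and 4.62e-65). The other large falls were of Nptx1 (-5.59) and Ccr3 (-3.93) without TCM, of Nes (-4.08) and Ccl7 (-4.03) in NB9464 TCM, and of Ifi206 (-4.99) and Ifit1 (-3.30) in NBT3L TCM, as log2 fold changes. Ifi206 and Ifi213 belong to a family of similar genes, so their counts are uncertain where reads are shared among members. The largest rises were of Gm10800, Adgre4 and Nat8l without TCM (log2 fold changes 4.02, 3.57 and 3.27), of Cib2, Gm13183 and Ston1 in NB9464 TCM (1.86, 1.81 and 1.71), and of Adgre4, Gm13183 and Fcrls in NBT3L TCM (1.95, 1.78 and 1.69). Gm10800 was uneven between replicates, with 221 ± 279 normalized counts in R788 (SD, n = 2). The processed pseudogene Gm13183 was not called by edgeR in either medium (adjusted p = 0.0922 and 0.109).

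Whether the R788 effect itself depended on the medium was tested by interaction. The effect differed between NB9464 TCM and no TCM for 2032 genes, 1013 with a positive and 1019 with a negative interaction, and between NBT3L TCM and no TCM for 1649 (842 and 807). With a 2-fold minimum these counts were 383 and 288, and with edgeR 1549 and 1196. Between the conditioned media it differed for 115 genes with DESeq2 (46 and 69), 21 with edgeR and 271 when only the 8 libraries with TCM were fitted. The ranking here covers only genes that meet the rule for named genes. The largest differences between the conditioned media were of Axl (1.66 ± 0.33), Il12b (1.40 ± 0.30) and Fkbp5 (1.04 ± 0.14), all toward higher values in NB9464 TCM, and of Fanci (-1.43 ± 0.34), Macrod1 (-1.42 ± 0.39) and Amz1 (-1.34 ± 0.30), on the log2 scale (SE). Of these, edgeR called Fkbp5 and left the other 5 above the threshold (adjusted p between 0.0576 and 0.18). In the fit of the 8 libraries with TCM these 5 had no adjusted p and were not called, and with TMM scaling the same held for Il12b, Fanci and Macrod1. Fkbp5 (ENSMUSG00000024222, chromosome 17, 28399094 to 28517527) rose from 3425 ± 183 to 4972 normalized counts with R788 in NB9464 TCM (4778 and 5166 in the libraries) and fell from 1357 ± 0.319 to 958 ± 24.8 in NBT3L TCM (SD, n = 2; DESeq2 adjusted p of the difference = 3.33e-11). Among the 16 combinations of libraries, all had that direction.

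NB9464 TCM + R788 was compared with NS to ask how far treated cells stayed from unstimulated ones. The comparison called 6426 genes, 3264 higher and 3162 lower. Il12a, the lincRNA 1700003M07Rik and Nhs were at least 222-fold, 168-fold and 122-fold higher than in NS, where they had no counts. Ifi213, Nptx1 and Il1rl1 had no counts in NB9464 TCM + R788 and were at least 291-fold, 160-fold and 63.6-fold lower.

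The share of TCM-induced changes that R788 countered was then counted. Of 973 genes raised at least 2-fold by NB9464 TCM, 93 were lower with R788 in that medium (9.56%, Wilson 95% interval 7.87% to 11.6%), and 168 were higher still (17.3%). Of 887 genes lowered by NB9464 TCM, 53 were higher with R788 (5.98%, 4.597% to 7.73%) and 266 were lower still (30.0%). In NBT3L TCM, 134 of 1017 raised genes were lower with R788 (13.2%, 11.2% to 15.4%) and 133 were higher (13.1%). Of 940 lowered genes, 85 were higher (9.04%, 7.37% to 11.1%) and 153 were lower (16.3%). The alternative that moved the share in NB9464 TCM most was selection without a fold minimum, which gave 11.8%. The intervals treat genes as independent, which they are not. Of all 16281 tested genes, 1417 were lower and 942 higher with R788 in NB9464 TCM, and 1179 lower and 867 higher in NBT3L TCM. The shares were not tested against these background rates or against genes of like abundance. A share alone thus does not show that R788 counters TCM-induced changes more often than it changes other genes.

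The immunosuppressive panel addressed the study's question on macrophage polarization. It holds genes the study displays, and the study reported such genes as raised by NB9464 TCM and lowered by R788. The panel's p values in those contrasts are therefore not an independent test. In NB9464 TCM against NS the median log2 fold change of the panel's 18 genes was 1.45 (cameraPR adjusted p = 1.32e-18). Of the 18, 16 were called higher and 0 lower, whether adjusted over all genes or over the panel alone. Of the genes called higher, Ido1 and Tgfb1 were not called by edgeR (adjusted p = 0.0514 and 0.052). The SD of the median over the 4 pairs of libraries was 0.089. A mean of at least 50 counts moved the median most, to 0.90. In NBT3L TCM the median was 1.15 (adjusted p = 4.64e-23), with 14 genes higher and 1 lower by both adjustments. Ido1 was not called there by edgeR (adjusted p = 0.0552). A list of 20 NF-kB response genes also rose. Its medians were 1.97 in NB9464 TCM and 2.29 in NBT3L TCM (cameraPR adjusted p = 8.59e-80 and 1.24e-99), with all 20 called higher in both. The panel's rise therefore does not separate an immunosuppressive shift from a rise of NF-kB response genes. With R788 the NF-kB list had medians of -0.11 in NB9464 TCM (adjusted p = 0.249) and -0.23 in NBT3L TCM (adjusted p = 2.47e-07). With R788 the panel median was 0.016 without TCM (adjusted p = 0.0712), with 3 genes higher (5 by the panel adjustment) and 6 lower. In NB9464 TCM it was -0.44 (adjusted p = 3.08e-10), with 9 genes lower (10 by the panel adjustment) and 0 higher. In NBT3L TCM it was -0.45 (adjusted p = 3.77e-12), with 11 genes lower (12) and 1 higher (2). The difference of the panel's R788 effect between TCM and no TCM was not past the threshold (NB9464 TCM -0.24, adjusted p = 0.0903; NBT3L TCM -0.32, adjusted p = 0.0765).

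**Figure D3:**
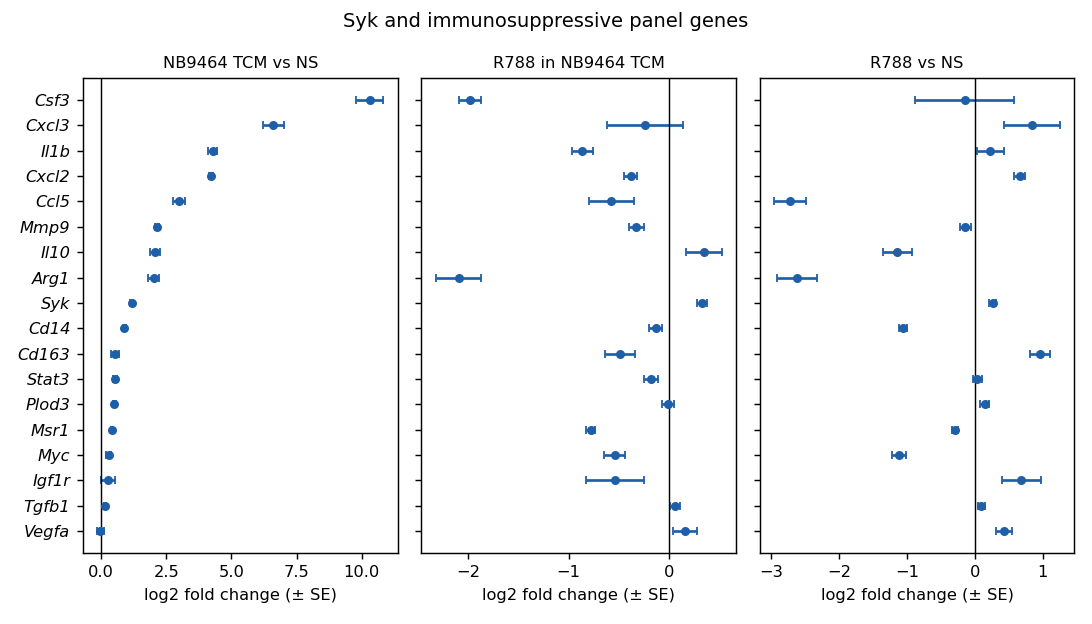
Log2 fold changes with SE of Syk and 17 immunosuppressive panel genes in NB9464 TCM against NS (left), with R788 in NB9464 TCM (middle) and with R788 without TCM (right). Ido1 is not drawn because it had no counts in NS, and Il10 lies right of 0 in the middle and left of 0 on the right.

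Single genes of the panel differed. Csf3 (ENSMUSG00000038067, chromosome 11, 98701263 to 98703629) rose from 3.78 ± 2.69 normalized counts in NS to 4762 ± 288 in NB9464 TCM and was 1211 ± 83.3 with R788 (SD, n = 2), with log2 fold changes of 10.30 ± 0.52 and -1.98 ± 0.11 (SE, DESeq2 adjusted p = 3.6e-85 and 9.31e-70). Arg1 (ENSMUSG00000019987, chromosome 10, 24915221 to 24927484) rose from 136 ± 16.3 to 550 ± 45.9 and was 129 ± 6.28 with R788, with log2 fold changes of 2.01 ± 0.23 and -2.09 ± 0.23 (adjusted p = 4.97e-18 and 3.09e-18). Without TCM, Arg1 also fell, to 22.2 ± 2.03 (log2 fold change -2.62 ± 0.30, adjusted p = 4.67e-17). Il1b rose from 53.8 ± 1.70 to 1044 ± 112 and was 574 ± 7.68 with R788 (-0.86 ± 0.11, adjusted p = 1.01e-13). Mmp9 (ENSMUSG00000017737, chromosome 2, 164940780 to 164955850) rose from 1114 ± 60.5 to 4894 ± 73.3 and was 3896 ± 130 with R788 (-0.33 ± 0.075, adjusted p = 0.000188). Il10 (ENSMUSG00000016529, chromosome 1, 131019845 to 131024974) rose from 174 ± 7.50 to 729 ± 80.2 in NB9464 TCM (2.07 ± 0.19, adjusted p = 1.01e-26) and was not lower with R788 there, at 927 ± 20.3 (0.35 ± 0.18, adjusted p = 0.178). Without TCM, Il10 fell with R788 to 78.8 ± 4.21 (-1.15 ± 0.21, adjusted p = 9.16e-07), and the interaction was 1.49 ± 0.28 (adjusted p = 2.36e-06). Ido1 (ENSMUSG00000031551, chromosome 8, 24584136 to 24597009) had no counts in NS and 14.97 ± 10.4 normalized counts in NB9464 TCM, at least 5.29-fold higher (adjusted p = 0.0178; with edgeR 0.0514). Its count of 7.63 ± 6.08 with R788 was within the spread between replicates, so a change was not detectable at this depth.

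**Figure D4:**
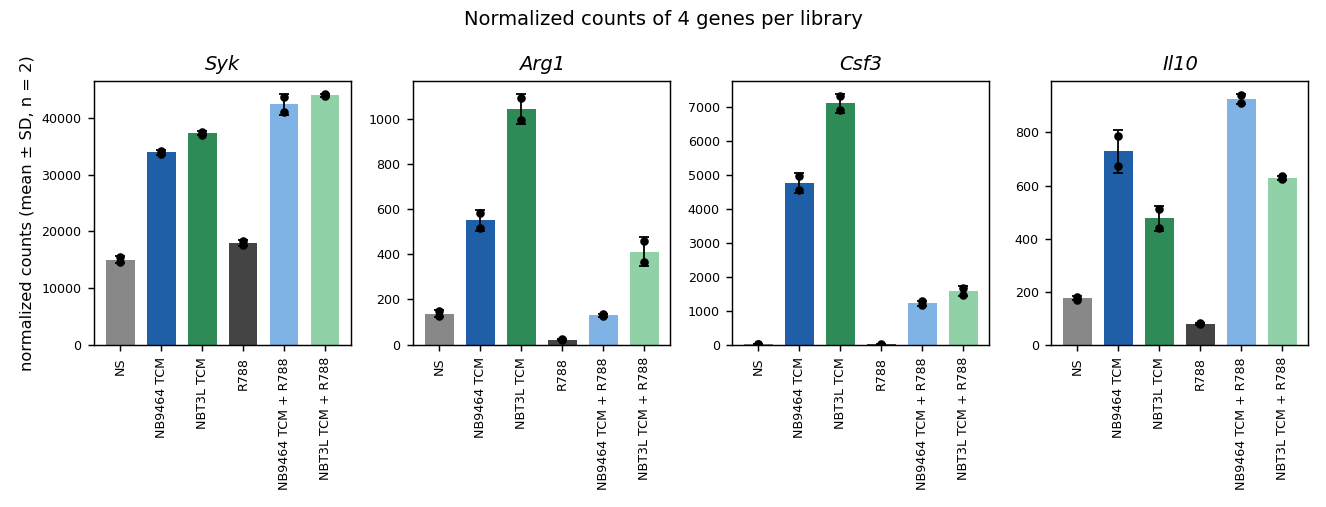
Normalized counts of Syk, Arg1, Csf3 and Il10 in the 6 groups, with bars for the mean, error bars for the SD (n = 2) and a point for each library. R788 lowered Arg1 and Csf3 in both conditioned media, while Il10 was 729 without and 927 with R788 in NB9464 TCM.

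The remaining panel genes in NB9464 TCM with R788 were Msr1 (log2 fold change -0.78), Myc (-0.54), Cd163 (-0.49), Cxcl2 (-0.38) and Stat3 (-0.18), which were called lower, and Ccl5 (-0.58), Igf1r (-0.54), Cxcl3 (-0.24), Cd14 (-0.13), Plod3 (-0.012), Tgfb1 (0.058) and Vegfa (0.16), which were not called. Ccl5 was called lower by edgeR (adjusted p = 0.00529) and Stat3 was not (adjusted p = 0.0857). When only the libraries compared were fitted with DESeq2, Ccl5 (adjusted p = 2.65e-19), Cd14 (adjusted p = 0.0289) and Cxcl3 (adjusted p = 0.0277) were called lower. Exons of Stat3, Plod3, Il1b, Edn1, Lama3, Cib2, Ston1, Sorbs3, Fanci and Amz1 overlap those of a gene on the opposite strand, so their counts are uncertain if counting ignored the strand.

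The immunostimulatory panel asked about the opposite state. Its median log2 fold change was -0.034 in NB9464 TCM against NS (cameraPR adjusted p = 0.122), with 9 genes higher and 7 lower by both adjustments, and 0.35 in NBT3L TCM (adjusted p = 0.0292), with 8 higher and 5 lower (6 by the panel adjustment). With R788 it was -0.043 without TCM, 0.020 in NB9464 TCM and 0.14 in NBT3L TCM (adjusted p = 0.222, 0.394 and 0.858), where 1, 4 and 3 genes were higher and 4, 3 and 5 lower. By the panel adjustment 1, 4 and 3 were higher and 4, 4 and 6 lower. With a mean of at least 50 counts the median in NB9464 TCM changed direction, to 0.46 (adjusted p = 0.158). In NBT3L TCM the panel was not past the threshold with edgeR (0.33, adjusted p = 0.129), and without library SJ1 its median was -0.14. The R788 effect on the panel differed between NB9464 TCM and no TCM (median interaction 0.39, cameraPR adjusted p = 0.0144) and between NBT3L TCM and no TCM (0.19, adjusted p = 0.0402).

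The HIF target panel bears on the study's proposal that Syk controls the stabilization of HIF1A. The study measured that protein in hypoxic cells. These libraries measure transcripts and are not labelled hypoxic, so the panel does not test the proposal directly. Its median log2 fold change was 0.55 in NB9464 TCM (cameraPR adjusted p = 1.2e-12; 19 genes higher and 1 lower, 20 and 1 by the panel adjustment) and 1.03 in NBT3L TCM (adjusted p = 1.93e-25; 23 and 1, or 26 and 1). R788 lowered it without TCM, by a median of -0.40 (adjusted p = 1.2e-12; 2 genes higher and 16 lower by both adjustments). In NB9464 TCM the median with R788 was -0.013 (adjusted p = 0.858; 3 higher and 4 lower by both), or 0.019 without library SJ4, and in NBT3L TCM 0.082 (adjusted p = 0.0292; 4 and 2, or 6 and 2). The effect of R788 on the panel differed between NB9464 TCM and no TCM (median interaction 0.52, adjusted p = 2.34e-17) and between NBT3L TCM and no TCM (0.48, adjusted p = 4.14e-27). The transcript of Hif1a itself (ENSMUSG00000021109, chromosome 12, 73901375 to 73947530), chosen after its values were seen, overlaps another gene on its own strand and was at 5749 ± 182 normalized counts in NS, 10410 ± 293 in NB9464 TCM and 11020 ± 116 in NB9464 TCM + R788 (SD, n = 2).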

Values the study reported

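In the study, BMDMs incubated with NB9464 TCM were treated with 500 nM R788 for RNA sequencing, the TCM was collected after 48 hrs, and RNA was isolated after 24 hours of R788.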

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

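The tests of depth and of other splits of the libraries were set before their results were seen, and the other tests in this part were chosen only after the result was seen. The results here are differences of the R788 effect between media that passed an interaction test, with DESeq2 for genes and cameraPR for panels, followed by tests of the averaged R788 effect and of the share of TCM-raised genes that R788 lowered, which are not interactions. Groups of 2 libraries allow no test for a single library far from the others.

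The R788 effect differed between NB9464 TCM and no TCM for 2032 genes, between NBT3L TCM and no TCM for 1649, and between the conditioned media for 115. At the level of panels, the median log2 interaction of the immunostimulatory panel was 0.387 with NB9464 TCM and 0.185 with NBT3L TCM (cameraPR adjusted p = 0.0144 and 0.0402). That of the HIF target panel was 0.521 and 0.483 (adjusted p = 2.34e-17 and 4.14e-27), and between the conditioned media it was -0.0956 (adjusted p = 0.00416).

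Several technical explanations were tested on the interaction with NB9464 TCM. Library SJ8, with the fewest detected genes, belongs to the R788 group that enters both interactions with TCM. Without it, the interaction effects of the called genes had a median of 0.942 of their size, and without its replicate SJ7 of 1.06. For the interaction with NBT3L TCM these medians were 0.948 and 1.05. Interactions produced by SJ8 would shrink strongly without it. The medians therefore argue against SJ8 as the source of the called effects as a set. These genes were called with SJ8 included. Calls without it were not made, so how many genes would pass without SJ8 is unknown. With the trends of gene length and GC content removed, 2045 genes were called, with TMM scaling 2021, with counts divided by 2 1844, and with all libraries thinned to the smallest total 1959. All 12 libraries were nearest to their own replicate, which leaves no sign of a mislabelled sample among them. The counts under these 4 settings were thus 1844 to 2045, against 2032 for the data as deposited, and the count was lower with edgeR (1549). The labels gave 0 libraries in unconditioned medium of the kind used for the tumor cells, so a dependence of the R788 effect on tumor-derived factors cannot be told apart from a dependence on base medium or serum. The contrast between the conditioned media is affected only if the media differ in base composition, which was not stated.

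For the R788 effect averaged over the media, 1 of 100 splits of the libraries within medium, drawn from 108 possible and the real one included, called as many genes as the 4816 of the real split. The highest count of another split was 2261, and their median was 2.

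Among genes with the largest interactions, several were measured against a group at or under 3 counts, so their log2 values were computed against that floor. These were Draxin (2.592 with NB9464 TCM, 2.28 with NBT3L TCM), Fcrl5 (1.397) and Zfp811 (3.193) with NB9464 TCM, and Ascl2 (1.477) with NBT3L TCM, all with the R788 group at the floor. Edn1 (-5.313 and -4.464) had NS at the floor, Ifi213 (-1.969, NB9464 TCM) had NB9464 TCM + R788 there, and Hpgd (-1.957, NBT3L TCM) had NBT3L TCM + R788 there. In SJ8, 40% of the low-count genes of its pair were at 0, against 15% in SJ7, so the floor of the R788 group for Draxin, Fcrl5, Zfp811 and Ascl2 is the least certain of these. A loss of low-abundance molecules from SJ8 may contribute to them, since the excess variance of low-count genes in that pair was 8.47 per gene, against 4.35 to 5.79 in the other 5 pairs. The rankings that follow cover only genes that meet the rule for named genes. The largest interactions with counts above the floor were of Cxcl5 (-3.44 with NB9464 TCM, -3.789 with NBT3L TCM) and Rasgrp3 (3.922 with NBT3L TCM). Between the conditioned media they were of Axl (1.657), Il12b (1.395), Fkbp5 (1.04), Fanci (-1.43), Macrod1 (-1.415) and Amz1 (-1.339).

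In the immunosuppressive panel, interactions past the threshold with both conditioned media were those of Il1b (-1.089 with NB9464 TCM, -1.191 with NBT3L TCM), Cxcl2 (-1.041, -1.087), Msr1 (-0.4852, -0.4009) and Cd163 (-1.444, -0.697), which were negative, and those of Ccl5 (2.146, 1.607), Cd14 (0.9275, 0.8209), Il10 (1.49, 1.548) and Myc (0.573, 0.4442), which were positive. Cxcl2 rose with R788 without TCM (log2 fold change 0.66) and fell in NB9464 TCM (-0.38) and NBT3L TCM (-0.43), and Cd163 rose without TCM (0.96) and fell in NB9464 TCM (-0.49). With NBT3L TCM alone they were Arg1 (1.281), Csf3 (-2.032), Stat3 (-0.307), Plod3 (-0.3152), Mmp9 (-0.3154) and Cxcl3 (-1.648), and with NB9464 TCM alone Igf1r (-1.226). A gene past the threshold with one medium only is not thereby shown to differ between the conditioned media, and the panel as a whole had no interaction past the threshold (cameraPR adjusted p = 0.0903 with NB9464 TCM and 0.0765 with NBT3L TCM). In the direct test between the conditioned media, no panel gene was past the threshold (lowest DESeq2 adjusted p = 0.0748, Cd163). With only the libraries with TCM fitted, Cxcl3 (0.57, adjusted p = 6.33e-09), Ccl5 (0.54, adjusted p = 1.68e-11) and Vegfa (-0.52, adjusted p = 0.0286) were. With TMM scaling Cd163 was (-0.76, adjusted p = 0.0409). With edgeR, the interactions of Csf3, Stat3, Plod3 and Mmp9 with NBT3L TCM and that of Fcrl5 with NB9464 TCM were not past the threshold, nor were those of Draxin, Zfp811, Cxcl3 (NBT3L TCM) and Myc (NBT3L TCM) when only the libraries compared were fitted. Csf3 was at or near the floor in both groups without TCM, so its interaction reflects a fall in TCM where there was no expression to lower without it.

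The share of TCM-raised genes that R788 lowered rests on contrasts that share the TCM libraries, which by itself favors reversal. With genes selected by NBT3L TCM instead, 11.01% were lower with R788 in NB9464 TCM, against 9.56% with genes selected in the same libraries. The same exchange lowered the other shares, from 5.98% to 5.32% for lowered genes in NB9464 TCM, from 13.2% to 10.5% for raised and from 9.04% to 6.20% for lowered genes in NBT3L TCM. Selection in shared libraries predicts a fall, so the first share, which rose, gave no sign of it. The 3 shares that fell cannot be told apart from such an effect, since the exchange also changes which genes are counted.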

How the results depend on the processing

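Counts divided by 2 and removal of length and GC trends were chosen after seeing the data, the other alternatives before. Of the values that answer a comparison, 198 kept their direction and side of the threshold, or moved by less than their spread, 16 moved further, 13 became weaker, 2 became stronger and 1 reversed. For single genes and other values, the numbers were 2518 unchanged in this sense, 50 moved, 37 weaker, 14 stronger and 0 reversed. The cause was not tested for any of the changes below.

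A 2-fold minimum left 1860 of 5552 genes in NB9464 TCM against NS, 1957 of 5755 in NBT3L TCM against NS, 806 of 4327 in R788 against NS, 343 of 2359 with R788 in NB9464 TCM, 314 of 2046 with R788 in NBT3L TCM, 181 of 1531 between the conditioned media, 2523 of 6426 in NB9464 TCM + R788 against NS, 383 of 2032 and 288 of 1649 in the interactions with NB9464 TCM and NBT3L TCM, 22 of 115 in the difference of R788 effects between the conditioned media, and 574 of 4816 in the average. Fitting only the libraries compared called 3158 genes in R788 against NS, 2198 with R788 in NB9464 TCM, 3678 with R788 in NBT3L TCM and 271 in the difference of R788 effects, where edgeR called 21. More genes with R788 without TCM than in NBT3L TCM thus did not hold in that setting. Nor did more genes with R788 in NB9464 TCM than in NBT3L TCM.

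The immunostimulatory panel in NBT3L TCM was 0.33 with edgeR (adjusted p = 0.129, range over its alternatives 0.0286 to 0.129). In NB9464 TCM, a mean of at least 50 counts reversed its median from -0.034 to 0.46 (cameraPR adjusted p = 0.158, range 0.131 to 0.427). Without a fold minimum, 11.8% of raised and 7.86% of lowered genes were reversed by R788 in NB9464 TCM. With genes selected in the other medium, 10.5% and 6.20% were reversed in NBT3L TCM. The correlation of the TCM responses, 0.734, was 0.584 and 0.573 with separate NS libraries and 0.930 with a mean of at least 50 counts.

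Across the 4 fits that each left out a library, the panel medians that moved by more than their spread or changed sign ranged from -0.436 to -0.304 (immunosuppressive, R788 in NB9464 TCM), -0.038 to 0.074 (immunosuppressive, R788 without TCM), -0.244 to 0.172 (immunostimulatory, NB9464 TCM), -0.136 to 0.408 (immunostimulatory, NBT3L TCM), -0.048 to 0 (immunostimulatory, R788 without TCM), 0.026 to 0.066 (immunostimulatory, R788 in NB9464 TCM), 0.548 to 0.604 (HIF, NB9464 TCM), -0.019 to 0.019 (HIF, R788 in NB9464 TCM) and 0.074 to 0.102 (HIF, R788 in NBT3L TCM). The R788 average ranged from 4154 to 5168 genes over 12 fits. No paired analysis was possible because the labels give the groups no shared replicate numbers, and odd or even library number, used as a covariate, is not stated to pair libraries. Libraries with odd numbers did not deviate together (median correlation -0.000687 over 15 pairs of groups).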

Other observations

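The tests of amino acid response, glucocorticoid response and detection of unrelated tissue markers were set before their results were seen. The other tests in this part were chosen only after the result was seen. The amino acid and glucocorticoid lists were themselves added after the contrasts between groups had been seen. Their p values are therefore not those of independent predictions.

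A list of 22 interferon response genes was lower with R788 in each medium, with median log2 fold changes of -2.38 without TCM, -2.50 in NB9464 TCM and -2.53 in NBT3L TCM (cameraPR adjusted p = 1.01e-97, 3.24e-175 and 4.77e-214), and 21 of the 22 genes were called lower in each. The p values rest on the preset inter-gene correlation of 0.01 and compare the list with other genes, so their size may overstate the evidence. The list was also lower in NB9464 TCM than in NS (-1.23, adjusted p = 2.74e-16). In NBT3L TCM it was less so (-0.40, adjusted p = 0.00111), with 12 genes called lower and 1 higher. Between the conditioned media it was lower in NB9464 TCM (-0.82, adjusted p = 2.93e-38). Without library SJ8 the median with R788 and no TCM was -2.31. In NB9464 TCM it was -2.47 with length and GC trends removed, -2.50 with TMM scaling, and -2.49 without the Ifit, Oas, Gbp and Mx families, whose members can share reads. Of 10000 random lists of the same abundance, none had a median as low (permutation p over random lists 1e-04, the smallest they can give), and their lowest median was -0.275. Removal of the trends and TMM scaling changed the median by little, so they are weak tests for this list. The vehicle of R788 was not stated, and the pattern cannot be told apart from an effect of vehicle. The R788 effect on the list was slightly larger with TCM, with median interactions of -0.17 (NB9464 TCM) and -0.18 (NBT3L TCM). Both passed the threshold (cameraPR adjusted p = 0.0126 and 0.00622). With NB9464 TCM, 5 genes had a called negative interaction and 3 a positive one. As a hypothesis, R788 may lower a tonic interferon response of cultured macrophages whether or not TCM is present.

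A list of 25 proliferation genes was lower in NB9464 TCM and in NBT3L TCM than in NS, with median log2 fold changes of -1.84 and -1.80 (cameraPR adjusted p = 2.02e-49 and 1.61e-41), and all 25 genes were called lower in both. In NB9464 TCM the median was -1.81 with length and GC trends removed and -1.85 with TMM scaling. Absence of serum from TCM was examined through sterol synthesis genes, which rise in cells deprived of serum lipids. Their median in NB9464 TCM was -0.42, not higher. Loss of serum growth factors, or of the growth factor used to culture the cells, was not tested by that list, and the pattern cannot be told apart from such a difference in medium. R788 also lowered the proliferation list within each medium. Medians were -0.623 without TCM, -0.365 in NB9464 TCM and -0.229 in NBT3L TCM (cameraPR adjusted p = 1.47e-20, 8.87e-12 and 1.75e-05). The fall was smaller with TCM, with median interactions of 0.24 (NB9464 TCM) and 0.47 (NBT3L TCM, adjusted p = 2.02e-05 and 2.95e-12).

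The conditioned media differed in genes that respond to amino acid shortage. A list of 28 such genes, without the previously named Chac1 and Phgdh, was higher in NB9464 TCM than in NBT3L TCM by a median log2 fold change of 0.76 (cameraPR adjusted p = 9.1e-54), with 20 genes called higher and 1 lower. The median was 0.762 with length and GC trends removed and 0.773 with TMM scaling. A list of 20 glucocorticoid response genes, without Klf9, Fkbp5 and Cd163, was higher by 0.22 (adjusted p = 0.00114), with 5 genes called higher and 3 lower. A candidate explanation is that the media differed in amino acid content or in steroid activity. Such a difference may come from the cell lines or from how each medium was made, and these data do not separate the sources. The amino acid list also rose with R788 without TCM (0.338, cameraPR adjusted p = 2.87e-08), with 16 genes called higher and 2 lower. With R788 in NB9464 TCM and in NBT3L TCM it did not change detectably (adjusted p = 0.672 and 0.906). A rise of the list therefore need not reflect the conditioned medium.

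Of 24 neuroblastoma markers, 13 to 16 were detected in the 4 libraries with NBT3L TCM, 8 to 10 in the 4 with NB9464 TCM and 4 to 7 in the 4 without TCM, where the 4 was in library SJ8 (TCM against none, exact one-sided permutation p = 0.00202, the smallest of 495 permutations). Unrelated tissue markers were not gained (3 to 8 against 0 to 7 of 24, exact one-sided permutation p = 0.295). Counts of these markers, not scaled for depth, summed to 427 to 543 per library with NBT3L TCM, 424 to 681 with NB9464 TCM and 209 to 332 without TCM, so the order of the 2 media by markers detected was not that by counts. RNA carried over from tumor cells in the medium is a candidate explanation. Expression of the markers by macrophages cannot be told apart from it, since 0 libraries hold tumor cells alone.

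Library SJ8 detected 16149 genes, fewer than the other 11 libraries, and 15857 at equal depth, against 16900 to 17800 in the others, so depth did not account for it. Genes with low counts varied more between SJ7 and SJ8 than in any other pair (chi-square per gene 8.47 against 4.35 to 5.79), although SJ8 held 47.7% of their counts. The difference between SJ8 and SJ7 had a Spearman correlation of 0.291 with gene length, the highest of the 6 pairs, though smaller in size than the -0.356 between the NS libraries and the -0.312 between the NB9464 TCM libraries. A length bias specific to SJ8 was therefore not shown, and not excluded. Fewer distinct molecules in that library may explain the pattern, and no biological explanation was tested.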
